A study of Sus scrofa with 28 samples. Its data were reported in "Tissue-Specific Expression and Regulatory Networks of Pig MicroRNAome" (2014).

How the data were processed

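Small RNA from 14 pig tissues was measured by RAKE (RNA-primed Array-based Klenow Extension) on 28 arrays. In this assay unlabelled small RNA is hybridised to DNA probes, the 3' end of an RNA that is paired to its probe primes a DNA polymerase, and the biotinylated bases added on a short thymine template at the end of the probe are stained with Cy3-streptavidin. Each tissue was represented by a single pool of small RNA from 3 pigs aged 12 months, and each pool was hybridised to 2 arrays, so the arrays of a tissue were technical replicates of 1 pool and the p-values of fits on arrays measured only the spread between hybridisations. The tissues were named by the labels and grouped as in the study, which formed its groups by clustering these same arrays: 5 tissues with contractile properties (left atrium, left ventricle, stomach, tongue and skeletal muscle), 7 other solid tissues (kidney, liver, lung, spleen, lymph node, skin and adipose tissue) and 2 pools of white blood cells (WBC), from arterial and from venous blood. The methods of the study name 3 pigs for all tissues, so the pools shared animals.

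Each array had 2240 features. They comprised 1207 miRNA features for 1171 distinct probes, 985 background features, 44 spike-in features for 11 spike-in probes and 4 control features. A background probe stood beside each of 984 miRNA features. The authors deposited the scanner output of every array as fluorescence intensity, with the median and mean pixel brightness per feature and no local background, up to a scanner maximum of 65535. According to the methods of the study, the authors normalized arrays by cyclic loess, subtracted the paired background probe and converted the result to concentration on a spike-in curve. The authors also deposited a value table for the same 28 arrays, as intensity on a linear scale. Its columns correlated with the log2 scanner values at r = 0.88 to 1.00 and with the normalization used here at r = 0.98 to 1.00 (across probes), so its scale and direction were settled, while its centring was not stated. The medians of its columns, replicates 1 and 2 in turn, were 373 and 367 for venous WBC, 388 and 386 for arterial WBC, 383 and 383 for liver, 368 and 383 for skin, 373 and 372 for adipose tissue, 395 and 394 for lung, 388 and 394 for lymph node, 391 and 391 for spleen, 379 and 381 for kidney, 361 and 362 for stomach, 333 and 332 for left ventricle, 347 and 346 for left atrium, 380 and 388 for tongue, and 436 and 429 for skeletal muscle. Background and spike-in rows were still present in that table, so the subtraction and the conversion to concentration had not been applied to it. Probe names carried hairpin coordinates on the pig genome (assembly 9 per the methods of the study), which are given below as the files print them; exon and intron annotation of that assembly was not used here.

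The main processing took log2 of the median pixel intensity, normalized the 28 arrays by cyclic loess with limma, and averaged features of the same probe. No background was subtracted, as the files gave no local background. A probe was counted as detected in a tissue when it exceeded the 95th percentile of the background probes of the array on both arrays. Only the probes detected in at least 1 tissue were tested. Groups of tissues (contractile against other, WBC against rest, heart against rest) were compared with limma on the mean log2 value per tissue, so n counts tissues of the same 3 pigs and not animals. Single tissues (liver, skeletal muscle, adipose tissue, each tissue in turn) and single pairs (arterial against venous WBC, atrium against ventricle) were compared by contrasts in a limma fit of all 28 arrays with 1 coefficient per tissue. The limma tests were two-sided with Benjamini-Hochberg adjustment, permutation tests were one-sided where so stated, and a probe was called at an adjusted p under 0.05 with an absolute log2 difference of at least 1. A single-tissue call required in addition that the tissue had the highest mean of the 14, with adjustment over all probes and tissues together. Differences are the first group minus the second on the log2 scale, with standard errors (SE) from limma. Where a probe was not above background on any array of the dimmer group, only a lower bound of the fold is given, with the dimmer group set per array to the lowest signal among detected probes or to its own signal if that was higher.

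The named probes followed a rule fixed before the data were examined. For each comparison it took, among called probes lying on the same side of the median on every array of the tissue or tissues in question, up to 8 highest and 4 lowest with a miRNA name and up to 3 highest and 2 lowest computational predictions, or up to 3 each way for the pairs. Members of fixed lists, the 5 miRNAs that the study measured by quantitative PCR and a few miRNAs that it singled out were named as well. In total 22 lists of miRNAs were fixed from the study or from textbook knowledge, and 21 had at least 2 detected probes; the red cell list had fewer and was not tested. Lists were tested with limma camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. The lists were the mir-17, mir-29, mir-15 and mir-16, and mir-181 families, the mir-23, mir-24 and mir-27 clusters, blood cell lineage, striated muscle, smooth muscle, fibroblast and stroma, endothelium, heart miRNAs of the study, cardiac muscle, hepatocyte, adipose, epithelium, kidney tubule, neural, embryonic stem, the imprinted chromosome 7 cluster, let-7 and an rRNA-like group. Clustering used Pearson distance and average linkage on probes detected in at least 1 tissue, and 100000 random pairings of arrays served as reference. The 2 arms of a hairpin and the alternative ends of an arm were compared by Pearson r over the 14 tissue means, with 10000 random pairings of the same probes as a permutation test.

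The fits were tested on simulated data with 200 of 1171 probes changed. For the contractile comparison 82.1% of probes changed by 2 on the log2 scale and 94.3% of those changed by 3 were recovered, with 4.89% false calls. The corresponding shares were 60.0%, 81.9% and 4.03% for WBC, 70.5%, 83.2% and 2.55% for heart, and 100% and 100% with 0 false calls for liver. The liver simulation held only the spread between hybridisations, with no differences between tissues other than those put in. Its result was thus largely set by its design and does not bear on variation between tissues. All simulations took spreads from quantile-normalized arrays and drew probes independently. Alternatives covered quantile normalization, median scaling, scaling on the spike-in probes, subtraction of the paired background probe, the value table of the authors, filters on dim probes, no minimum difference, the unit of replication, a replicate block and leaving out arrays or tissues in turn. The skeletal muscle arrays left out, the probes whose insert started with 3 or more T left out and the log2 ratio of miRNA to background as a covariate were alternatives chosen after seeing the data. The files gave only 1 slide position and no usable slide or scan identity, so a slide block could not be fitted. The number of arrays and the signal over background limit the precision. Computations used R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.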

Results

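The abundance of miRNAs, short RNAs that repress target transcripts, was measured in 14 pig tissues with an array that held 1171 distinct miRNA probes. The tissues were 5 with contractile properties (left atrium, left ventricle, stomach, tongue and skeletal muscle), 7 other solid tissues (kidney, liver, lung, spleen, lymph node, skin and adipose tissue) and white blood cells (WBC) from arterial and from venous blood. Each tissue was a pool of 3 pigs hybridised to 2 arrays, so the p-values of fits on arrays measured the spread between hybridisations and not between animals. The tissues were taken from 3 pigs in all, so the pools shared animals and the tissues that served as units of group comparisons were not independent animals. Of the 1171 probes, 1062 (90.7%) were above background in at least 1 tissue and 890 on at least 14 of the 28 arrays. With the 99th percentile of the background probes as the limit, these numbers were 887 (75.7%) and 572. By kind of probe, the 1062 comprised 233 of 271 probes with a miRNA or let-7 name, 719 of 763 computational predictions, 71 of 71 Ensembl hairpins, 32 of 58 probes named as antisense and 7 of 8 of the PN series. The number of probes above background on both arrays ranged from 803 in left ventricle to 940 in tongue among the solid tissues other than skeletal muscle, and was 675 in venous and 695 in arterial WBC. Skeletal muscle stood apart with 266 probes (22.7%) and a ratio of median miRNA to median background signal of 1.25, against 2.34 in arterial WBC, 2.68 in venous WBC, 3.72 in adipose tissue and up to 12.7 in lung. Normalized log2 values below are relative and can exceed the log2 of the scanner maximum, as they did for 24 probes in skeletal muscle, 20 in liver, 13 in arterial WBC, 5 in tongue and 3 in venous WBC.

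The first question was which tissues share a miRNA profile. The means of left atrium and left ventricle correlated across probes at r = 0.92, lung and spleen at 0.96, lymph node and spleen at 0.95, skin and tongue at 0.93 and the WBC pools at 0.94, whereas liver and left atrium reached only 0.30. Stomach, whose wall is rich in smooth muscle, was nearest to left ventricle (r = 0.83), and skeletal muscle was nearest to adipose tissue (r = 0.88). The latter r was 0.69 with median or spike-in scaling and 0.76 after quantile normalization. All 28 arrays had the second array of their own tissue as nearest neighbour. In 100000 random pairings the mean was 1.03 and the maximum 14 (permutation test, one-sided p = 1e-05, the smallest these pairings can give). The arrays of a tissue were hybridisations of the same pool, so this outcome was likely beforehand. It shows only that hybridisations of the same pool differed less than the pools of different tissues. It does not bear on which tissues share a profile. Correlations within a tissue ranged from 0.986 to 0.997 and those between tissues from 0.290 to 0.961, with a median of 0.753; probes are not independent replicates in these correlations. With 3 clusters, stomach grouped with both heart chambers. The second group held liver, skin, lung, lymph node, spleen and tongue, and the third held WBC, adipose tissue, kidney and skeletal muscle. Only 3 of the 5 contractile tissues thus fell together. The third group was made up of the tissues with the lowest ratios of miRNA to background signal. These ran from 1.25 in skeletal muscle to 4.62 in kidney, with left atrium next at 4.86. For this group a shared profile and low signal cannot be told apart. With scaling on spike-in probes or on the median of each array, skeletal muscle formed a cluster of its own and WBC joined the other solid tissues. These scalings count as the same setting here, since shifting an array by a constant leaves its correlations unchanged. After quantile normalization skeletal muscle was likewise alone, and both WBC pools fell with stomach and the heart chambers. Without the 27 probes that start with 3 or more T the WBC pools were alone, and adipose tissue, kidney and skeletal muscle joined the second group. With complete linkage skin and tongue joined the third group, and without the skeletal muscle arrays adipose tissue joined the second.

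**Figure D1:**
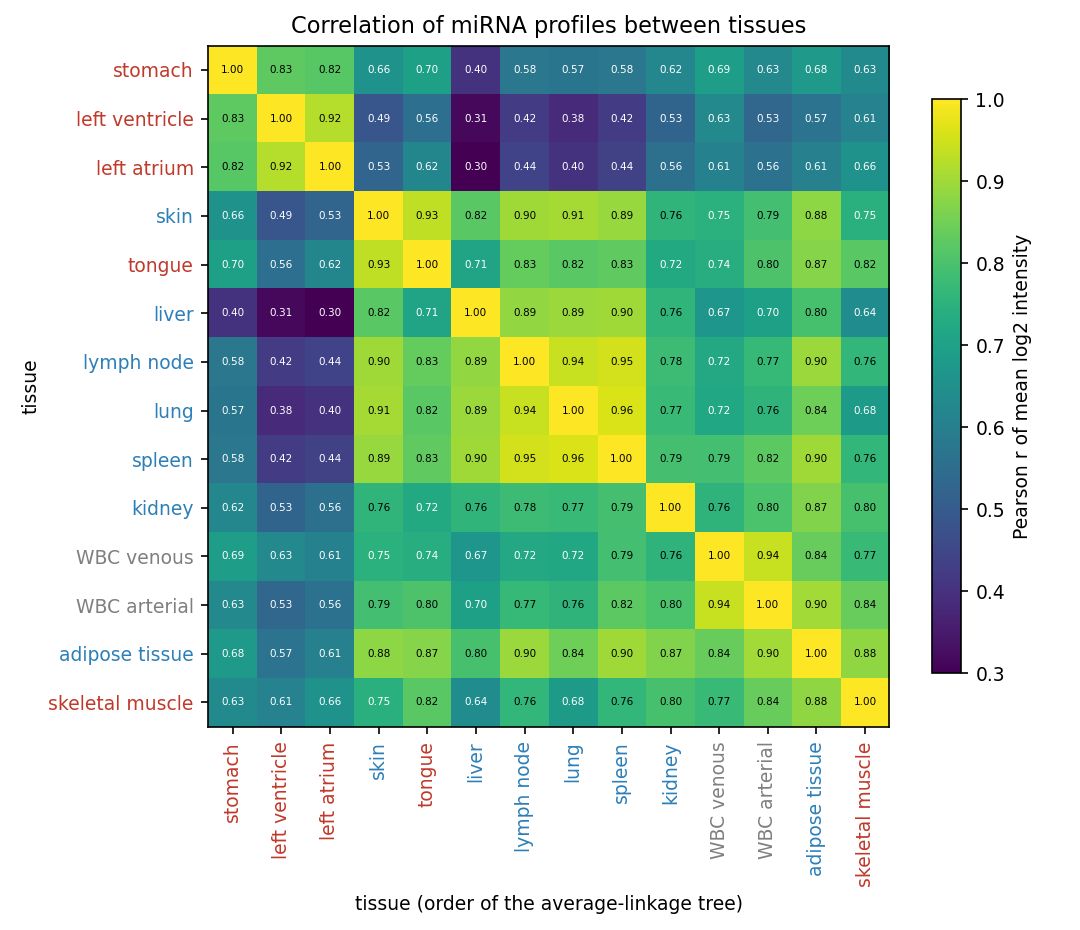
Pearson correlation (across probes) of mean log2 intensity between the 14 tissues, in the order of the average-linkage tree, with tissue names coloured as contractile (red), other solid (blue) and white blood cells (grey). Lung and spleen correlated at 0.96 and the heart chambers at 0.92, whereas liver and left atrium correlated at 0.30.

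The next question was which miRNAs part contractile from other solid tissues. The miRNAs of the mir-133 family, which is transcribed in skeletal and cardiac muscle, were the most elevated. Probe mir-133a (chromosome 17, 64053943 to 64054045, minus strand) had a mean log2 level of 13.24 ± 1.47 (SD, n = 5 tissues) in contractile tissues against 8.24 ± 0.62 (SD, n = 7) in the others, where it was not above background on any of 14 arrays, so that it was at least 18.9-fold higher (adjusted p = 0.00029). Likewise mir-133b (chromosome 7, 53115236 to 53115315, plus strand) was at least 17.4-fold higher, with means of 13.11 ± 1.49 and 8.17 ± 0.59 (adjusted p = 0.00029). The level of mir-133a lay between 11.08 and 14.64 in all 5 contractile tissues, with the highest levels in the heart chambers. Of other miRNAs, mir-378 (chromosome 2, 136265603 to 136265682), which lies in a gene of mitochondrial metabolism in mammals, rose 5.93-fold (13.05 ± 0.84 against 10.48 ± 0.67, log2 difference 2.57, SE 0.41, adjusted p = 0.0037). The 3p arm of mir-183 (chromosome 18, 17172201 to 17172332) rose 4.71-fold (11.24 ± 1.17 against 9.0 ± 0.69, SE 0.49, adjusted p = 0.0078). The 5p probe of the mir-302c hairpin was 2.39 higher on the log2 scale (SE 0.63, adjusted p = 0.017), a call that ended without left atrium, where the difference was 1.98 (adjusted p = 0.054).

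Lower in contractile tissues were the 3p arm of mir-99b (7.03-fold, log2 difference -2.81, SE 0.65, adjusted p = 0.010), mir-193a 5p (6.72-fold, -2.75, SE 0.50, adjusted p = 0.0043), the mir-9 hairpin (6.67-fold, -2.74, SE 0.54, adjusted p = 0.0049) and mir-345 (6.35-fold, -2.67, SE 0.52, adjusted p = 0.0049). Computational predictions with large differences were a chromosome 14 hairpin at 35098322 to 35098381 (3.20, 9.20-fold higher, adjusted p = 0.0096), a chromosome 11 hairpin at 15371078 to 15371148 (3.04, adjusted p = 0.0053) and a chromosome 2 hairpin at 76634212 to 76634269 (3.04, adjusted p = 0.0043). In the other direction, the 3p arm of a chromosome 16 hairpin at 37791644 to 37791716 was 7.03-fold lower (-2.81, adjusted p = 0.0043) and a chromosome 7 hairpin at 105005742 to 105005801 was 6.86-fold lower (-2.78, adjusted p = 0.0043).

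In the fixed list of striated muscle miRNAs, 6 of 12 probes rose, 2 fell and 4 were not called, and 9 passed when adjusted over the list alone. The probes that rose were 5 of the mir-133 family and mir-1, a miRNA of heart and skeletal muscle. The probes of this family include more than 1 on the mir-133a hairpin, so they do not stand for as many separate miRNAs. As mir-1 was not above background on any of the 14 arrays of the other tissues, its call (adjusted p = 0.0043) rests on signal at background, and only a bound of at least 1.06-fold can be given. Both arms of mir-499, which lies in a myosin heavy chain gene, fell (5p -1.99, adjusted p = 0.0053, and 3p -1.50, adjusted p = 0.021), and mir-208, of another myosin gene, differed by -0.59 (adjusted p = 0.34) for its 5p and by 0.12 (adjusted p = 0.71) for its 3p probe. The list as a whole lay higher (median 1.69, camera adjusted p = 0.0094), a call that was lost with an estimated correlation (adjusted p = 0.61 with an estimated correlation). Its median turned to -0.24 when only probes detected on at least 14 of 28 arrays entered. The mir-133a and mir-133b probes above were detected on 10 of the 26 arrays outside liver and on 0 of the 2 liver arrays. This filter therefore drops probes that rose because they were at background elsewhere, so the turned median does not test the list. Smooth muscle miRNAs, mir-143 (0.49, adjusted p = 0.61) and mir-145 (1.09, adjusted p = 0.31), were not called (0 of 2 adjusted over the list alone and 0 at an unadjusted p under 0.05), and their list had a median of 0.79 (adjusted p = 0.91). Of the 10 fibroblast and stroma probes, such as mir-100 and mir-125b, 0 were called by limma, 0 passed adjusted over the list alone and 0 had an unadjusted p under 0.05 (list median 0.18, adjusted p = 0.91). The same counts of 0 held for the 3 endothelial probes, with a list median of 0.03 (adjusted p = 0.92) that was -0.16 after quantile normalization and -0.14 in the value table of the authors. Spike-in scaling moved the median of all probes to -0.85, and those of the smooth muscle, stroma and endothelial lists with it, to -0.27, -0.54 and -0.95. In total 302 of 1062 probes were called by limma, 150 higher and 152 lower. Skeletal muscle, with only 266 probes above background, entered this comparison, and 367 probes were called without it. Leaving out left atrium lowered the number to 127, left ventricle to 139, stomach to 187 and lung to 188, and spike-in scaling removed most of the higher calls, that of mir-183 3p among them (adjusted p = 0.23).

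**Figure D2:**
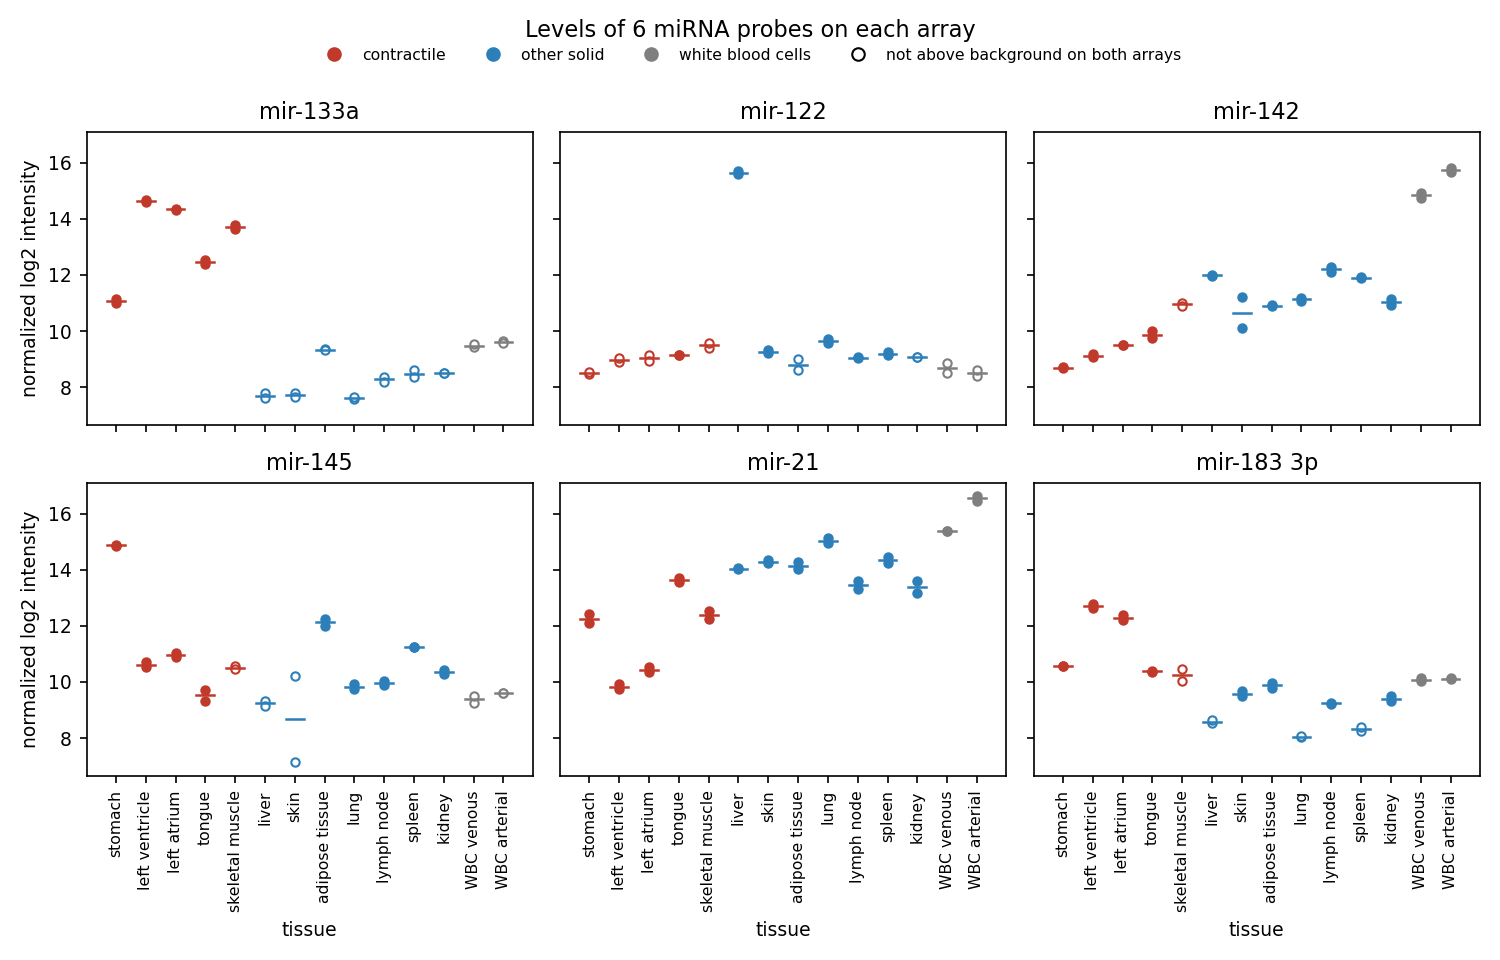
Normalized log2 intensity (y axis) of 6 miRNA probes in each tissue (x axis), with 1 point per array and a line at the mean of the 2 arrays of a tissue. Open points mark tissues in which a probe was not above background on both arrays, as for mir-133a in the 7 other solid tissues, and mir-122 in liver lay at 15.64.

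WBC were set against all 12 solid tissues to find miRNAs of circulating blood cells. Leading among probes not named antisense was mir-142 (chromosome 12, 32630403 to 32630482), which is restricted to blood cell lineages in mammals, with a mean of 15.29 ± 0.63 (SD, n = 2 pools) in WBC and 10.66 ± 1.14 (SD, n = 12 tissues) elsewhere. It was 24.6-fold higher (log2 difference 4.62, SE 0.79, adjusted p = 0.0023), and further probes that rose were mir-15a (9.24-fold, SE 0.51, adjusted p = 0.0012), mir-15b (9.15-fold, SE 0.46, adjusted p = 0.00096), mir-20 (8.58-fold), mir-17 (8.56-fold, SE 0.43, adjusted p = 0.00096) and mir-16 (8.06-fold, adjusted p = 0.0010). The mesenchymal mir-199b* was lower (adjusted p = 0.024) and was not above background in WBC, so that it was at least 4.97-fold lower. Predictions on chromosome 9 at 37494321 (5.84-fold, adjusted p = 0.0094) and on chromosome 14 at 110219096 (2.82-fold, adjusted p = 0.018) rose, and a prediction on chromosome 2 at 120392163 fell (-1.85, adjusted p = 0.046). As the latter was at the scanner maximum on both left ventricle arrays and 1 left atrium array, its difference can be larger in size. The call on chromosome 14 ended with median scaling (1.54, adjusted p = 0.061). That on chromosome 2 ended after quantile normalization (-2.41, adjusted p = 0.106), with median scaling (-2.43, adjusted p = 0.34), with background subtraction (-1.91, adjusted p = 0.059), in the value table (-1.77, adjusted p = 0.056) and without 1 venous (-1.78, adjusted p = 0.061) or 1 arterial array (-1.75, adjusted p = 0.062).

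Of the mir-17 family and its clusters, polycistronic miRNAs associated with cell proliferation, 10 of 12 probes rose and 2 were not called (list median 2.73, adjusted p = 9.3e-25, and adjusted p = 0.0015 with an estimated correlation). Of the mir-15 and mir-16 family 6 of 10 probes rose and 4 were not called (median 2.17, adjusted p = 4.8e-10, and 0.0050 with an estimated correlation). In the mir-29 family 1 of 4 probes rose (median 1.96, adjusted p = 4e-05, and 0.029 with an estimated correlation). In the mir-181 family, known from lymphocyte development, 1 of 6 rose (median 1.22, adjusted p = 0.00026, and 0.011 with an estimated correlation). Of 12 probes of the mir-23, mir-24 and mir-27 clusters 0 were called by limma (6 at an unadjusted p under 0.05). Their list lay higher (median 1.35, adjusted p = 6.1e-06), a call that was lost with an estimated correlation (adjusted p = 0.085 with an estimated correlation). Spike-in scaling moved the median of all probes to -1.42 and those of the mir-29, mir-181 and mir-23 lists to -0.03, -0.16 and -0.32, and the 3 lists still lay above the other probes (adjusted p = 0.0019, 0.00015 and 0.0019). Adjusted over the list alone, 10, 6, 3, 3 and 2 probes of these 5 lists passed, in the order named. Apart from mir-24, which the study did not name for WBC, these 5 lists follow families it chose on these same arrays. They are not independent evidence of their direction. In the textbook list of blood cell lineage both measured probes rose, namely mir-142 and a shorter probe of the same arm (1.74). The list had a camera adjusted p = 6.1e-06, and 0.0035 with an estimated correlation, and 2 probes passed adjusted over the list alone. As both probes can bind the same RNA, this list rests on 1 miRNA and is not evidence from several. Altogether 34 of 1062 probes were called, 32 higher and 2 lower, whereas arrays as the unit of the test gave 83 higher and 89 lower. With spike-in scaling limma called 0 probes (218 at an unadjusted p under 0.05).

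Left atrium and left ventricle were set against the other 12 tissues to find miRNAs of the heart. Among probes with a miRNA name that is not marked antisense the mir-133 family again led, with mir-133b at 14.48 ± 0.22 (SD, n = 2 tissues) against 9.33 ± 1.88 (SD, n = 12), a log2 difference of 5.14 (SE 1.25, adjusted p = 0.0076), and with mir-133a 31.7-fold higher (SE 1.30, adjusted p = 0.011). The 5p probe of mir-302c was 13.7-fold higher (3.77, SE 0.57, adjusted p = 0.00045) and the 3p probe of mir-128-2 was 8.52-fold higher (3.09, SE 0.48, adjusted p = 0.00055). The 3p arm of mir-183 rose 7.81-fold (12.50 ± 0.29 against 9.54 ± 0.84, SE 0.58, adjusted p = 0.0025), while its 5p arm differed by -0.79 (adjusted p = 0.29). The most reduced miRNA was mir-21 (chromosome 12, 34201565 to 34201656), a miRNA abundant in fibroblasts and immune cells, which fell by 3.94 on the log2 scale (15.3-fold, SE 0.82, adjusted p = 0.0032), and the 3p arm of mir-99b was 9.91-fold lower (-3.31, adjusted p = 0.013). After quantile normalization the calls ended for mir-133a (3.35, adjusted p = 0.11), mir-133b (3.42, adjusted p = 0.11), mir-183 3p (1.53, adjusted p = 0.10), mir-21 (-2.78, adjusted p = 0.0502) and mir-99b 3p (-2.43, adjusted p = 0.068). They also ended in the value table for mir-133a (3.50, adjusted p = 0.093) and mir-133b (3.59, adjusted p = 0.080) and with median scaling for mir-21 (-1.76, adjusted p = 0.077), and with spike-in scaling only 4 probes were called.

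The largest difference among predictions was that of a 3p probe. This probe on chromosome 7 at 74055795 to 74055865 was 43.6-fold higher in heart (5.45, SE 0.58, adjusted p = 7.8e-05). Another at 6185956 to 6186018 was 26.4-fold higher (4.72, adjusted p = 7.8e-05), and the chromosome 14 hairpin at 35098322 was 21.8-fold higher (4.44, adjusted p = 0.0028). A prediction on chromosome 3 at 65092217 fell by 3.76 (13.6-fold, adjusted p = 0.0027), and a prediction on chromosome 13 at 69700174 was not above background in heart and at least 10.1-fold lower (adjusted p = 0.00060). Of the 5 predictions with PCR measurements, that on chromosome 3 fell as given above and the one on chromosome 16 at 68474541 rose 4.67-fold (2.22, adjusted p = 0.0029), whereas those on chromosome 10 at 32424164 (-0.33, adjusted p = 0.50), chromosome 15 at 14390446 (0.60, adjusted p = 0.35) and chromosome 2 at 12972059 (-0.57, adjusted p = 0.15) were not called. With median scaling the prediction on chromosome 15 was called higher (1.75, adjusted p = 0.029) and that on chromosome 2 lower (-1.30, adjusted p = 0.0089, and -0.94 with 0.012 without 1 atrium array, short of the minimum difference), and that on chromosome 10 changed sign without being called (0.18, adjusted p = 0.78). After quantile normalization the calls ended for the predictions on chromosome 14 (2.91, adjusted p = 0.064), chromosome 3 (-2.54, adjusted p = 0.064) and chromosome 16 (1.30, adjusted p = 0.14).

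Of the 13 probes of the heart miRNAs named by the study, 4 rose and 9 were not called, and 5 passed adjusted over the list alone (median 1.17, adjusted p = 0.22, and 0.023 with spike-in scaling). That list was chosen by the study on these arrays and is not independent evidence. It includes mir-101b, whose hairpin 3p probes rose 5.5-fold and 5.15-fold (adjusted p = 0.0038 and 0.0043), while the probe shared by mir-101 and mir-101b differed by -1.30 (adjusted p = 0.18). The list also includes mir-138, which rose 3.24-fold (adjusted p = 0.033, and 0.18 after quantile normalization, with a log2 difference of 1.43, and 0.19 in the value table, with 1.07). A further member is mir-148a, whose hairpin 3p probe was 2.84-fold higher without being called (adjusted p = 0.054) and whose mature probe differed by -0.84 (adjusted p = 0.33). That 3p probe was called with median scaling (2.94, adjusted p = 0.0053), without the skeletal muscle arrays (1.54, adjusted p = 0.049) and without 1 ventricle (1.58, adjusted p = 0.046) or 1 atrium array (1.56, adjusted p = 0.049). In the cardiac muscle list 6 of 12 probes rose, all of the mir-133 family or to its opposite strand, and 6 were not called, among them both probes of mir-208 and of mir-499 (median 1.46, adjusted p = 0.067, and 0.49 with an estimated correlation; 6 adjusted over the list alone). This list lay above the other probes without the skeletal muscle arrays (median 1.58, adjusted p = 0.015), with spike-in scaling (0.74, adjusted p = 0.017) and with antisense probes kept (1.65, adjusted p = 0.021). Its median turned to -0.05 (adjusted p = 0.44) when only probes detected on at least 14 of 28 arrays entered. That filter drops mir-133 probes that rose, such as mir-133a, so the turned median does not test the list. As in the striated muscle list, the mir-133 probes do not stand for as many separate miRNAs. The limma fit called 324 probes, 203 higher and 121 lower in heart, and 139 in the value table of the authors. Quantile normalization gave 36 higher and 6 lower, median scaling 332 and 203, and arrays as the unit 254 and 248.

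Liver was set against the other 13 tissues to find hepatic miRNAs. The hepatocyte miRNA mir-122 (chromosome 1, 169284211 to 169284295) had a mean of 15.64 ± 0.06 (SD, n = 2 arrays) in liver against 9.03 ± 0.34 (SD, n = 13 tissues), a 97.9-fold difference (log2 6.61, SE 0.09, adjusted p = 1.1e-22), and was at the scanner maximum on 1 of the 2 liver arrays, so that the fold can be larger and the SE too small. Also higher were mir-194 (chromosome 2, 5685206 to 5685290, 21.7-fold, adjusted p = 1.1e-22), mir-192 (14.2-fold, adjusted p = 1.9e-21) and mir-215 (10.5-fold, adjusted p = 3.7e-17), which share seed sequences or clusters and are known from liver, gut and kidney. Other probes that rose were mir-876 (15.5-fold), the 3p arm of mir-30b (11.1-fold) and mir-345 (10.8-fold). The muscle miRNA mir-133a was not above background in liver and at least 2.39-fold lower there. It was not above background on any of the 14 arrays of non-contractile solid tissues, so the low level is not particular to liver. The probe of mir-183 5p rose 3.03-fold, and its 3p arm was at least 1.89-fold lower. Predictions on chromosome 1 at 82766901 (15.1-fold), chromosome 17 at 29075915 (14.5-fold) and chromosome 12 at 23210193 (14.3-fold, which can be larger, as it was at the scanner maximum on 1 of the 2 liver arrays) rose, while those on chromosome 5 at 64913760 and chromosome 14 at 67847633 were at least 2.38-fold and 3.26-fold lower. In the hepatocyte list 6 of 8 probes rose and 2 were not called (median 2.82, adjusted p = 0.0037, and 0.0093 with an estimated correlation; 6 adjusted over the list alone). The list call ended, with a median of 1.30 (adjusted p = 0.48), when only probes detected on at least 14 of 28 arrays entered. A probe above background only on the 2 liver arrays cannot pass that filter, so the lost call does not weigh against a liver excess. The mature mir-148a probe rose 4.79-fold, and a 3p probe of its hairpin, at -0.86, did not reach the minimum difference. In all 351 probes were called, 262 higher and 89 lower, whereas median scaling gave 225 higher and 235 lower and quantile normalization 230 and 184. With tissue means as the unit 31 were called. Among these was mir-122, but no other probe named here, such as mir-194 (adjusted p = 0.17), mir-192 (adjusted p = 0.15) or mir-215 (adjusted p = 0.080).

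Skeletal muscle, set against the other 13 tissues, had 266 probes above background and the lowest ratio of miRNA to background signal. The myogenic mir-133a was nevertheless 13.6-fold higher than in the mean of the other tissues (13.71 ± 0.08, n = 2 arrays, against 9.94 ± 2.45, n = 13 tissues, log2 3.77, SE 0.07, adjusted p = 2.9e-20), and mir-133c (11.6-fold) and mir-133b (11-fold) rose with it. The islet miRNA mir-375 rose 12.7-fold (adjusted p = 4e-17), but its probe insert starts with 3 T next to the extension template, as do those of mir-302a* (2.73), PN5 (2.80) and PN3 (2.56). A 3p probe of the mir-22 hairpin rose 9.97-fold (3.32, adjusted p = 8.7e-19), and turned to -0.38 with spike-in scaling, which moved the median of all probes to -1.98. The predictions with the largest differences were on chromosome 3 at 71040117 (70.4-fold), chromosome 1 at 99376426 (63.2-fold) and chromosome 3 at 103449731 (58.0-fold), and their inserts start with 12, 3 and 3 T. Of 107 probes called higher, 27 had an insert starting with 3 or more T, and these were all of the 27 such probes tested. The other 80 had fewer. Lower in skeletal muscle were mir-769 (at least 2.58-fold), mir-21 (2.33-fold), mir-497 (2.23-fold) and the epithelial mir-205 (2.22-fold). In total 135 probes were called, 107 higher and 28 lower, and 18 with tissue means as the unit, with none of the miRNAs named here. Quantile normalization called 97 higher and 393 lower.

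**Figure D3:**
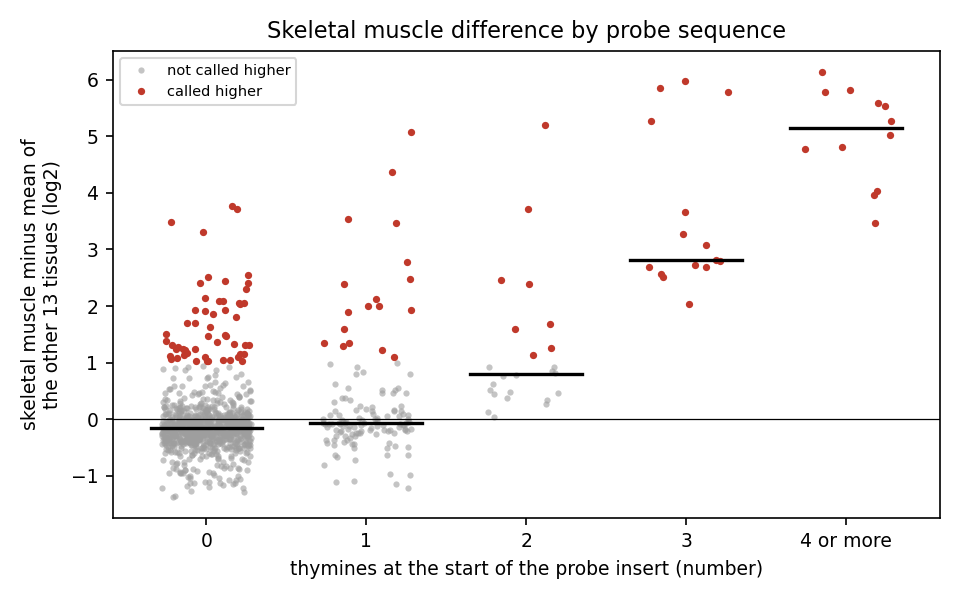
Log2 difference of skeletal muscle from the mean of the other 13 tissues (y axis) by number of thymines at the start of the probe insert (x axis), with 1 point per probe, probes called higher in red and a line at the median. The median was -0.16 for 878 probes without a starting T, 2.81 for 15 probes with 3 T and 5.15 for 12 probes with 4 or more T.

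Adipose tissue was compared with the other 13 tissues in the same way. The p53-induced mir-34a rose 3.83-fold (1.94, adjusted p = 9.5e-06), mir-199a-5p 3.53-fold (1.82, adjusted p = 7.8e-12), mir-199b* 3.47-fold and the smooth muscle miRNA mir-145 3.37-fold (1.75, adjusted p = 0.00040). Also higher were the endothelial mir-126 by 2.90-fold and mir-125b by 2.84-fold (adjusted p = 3.5e-05). The probe to the opposite strand of mir-96 (1.67) and mir-302a* (1.52) rose as well, with 3 T at the start of their inserts. So did predictions on chromosome 5 at 79878316 (1.64), chromosome 13 at 110926088 (1.61) and chromosome 9 at 101707005 (1.59), with 5, 3 and 5 T. A hairpin 3p probe of mir-148a fell (-1.04, 2.06-fold, adjusted p = 3.2e-09), and predictions on chromosome 5 at 64913760 (at least 2.80-fold) and chromosome 15 at 45424235 (2.60-fold) were lower. In the adipose list, miRNAs linked to adipocyte differentiation, only mir-143 rose (1.38, adjusted p = 2e-06) and 11 of 12 probes were not called, with 1 passing adjusted over the list alone. The list lay above the other probes (median 0.10 against -0.13 for all probes, adjusted p = 0.0094), which was lost with an estimated correlation (adjusted p = 0.24 with an estimated correlation) and with spike-in scaling (median -0.11 against -0.37 for all probes, adjusted p = 0.059). The fit called 61 probes, 48 higher and 13 lower. It called 27 higher and 13 lower without the probes starting with 3 or more T, and 23 higher and 53 lower with spike-in scaling, and with tissue means limma called 0 (3 at an unadjusted p under 0.05).

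The blood and heart pools were then compared in pairs, for which the p-values rest on hybridisations of single pools. In arterial against venous WBC, the 3p probe of mir-22 (15.05 ± 0.11 against 12.39 ± 0.01, n = 2 arrays each) was 6.33-fold higher (2.66, SE 0.11, adjusted p = 3.8e-13), mir-99a 6.24-fold and mir-22a 5.73-fold. Predictions on chromosome 14 at 76085907 and 44864855 were not above background in arterial WBC and at least 2.29-fold and 2.26-fold lower there, and a prediction on chromosome 10 at 22092437 was at least 2.06-fold lower. Of 104 called probes, 98 were higher in arterial WBC and 6 lower, a share of 94.2% that was 19.2% with median scaling and 6.37% with spike-in scaling. Probes whose insert starts with 3 or more T differed between these pools. Against the other tissues their median was 1.26 in arterial WBC (27 of 27 higher) and -0.30 in venous WBC (2 of 27 higher). Their share of the 98 higher calls was not counted, and the comparison was not repeated without them. In left atrium against left ventricle the hairpin probe of mir-125b rose 3.45-fold (1.79, adjusted p = 0.00021) and a prediction on chromosome 7 at 98478008 rose 4.62-fold (2.21, adjusted p = 5.3e-13). Higher in ventricle were a 5p prediction on chromosome 10 at 14201584 (44.8-fold, -5.49, adjusted p = 1.9e-19), the 3p arm of mir-135a-1 (27.6-fold, -4.79, adjusted p = 3e-15) and mir-551a 5p (15.4-fold, -3.94, adjusted p = 3e-15). Among 104 calls, 41 were higher in atrium and 63 in ventricle, whereas subtracting the paired background probe gave 86 and 80.

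**Figure D4:**
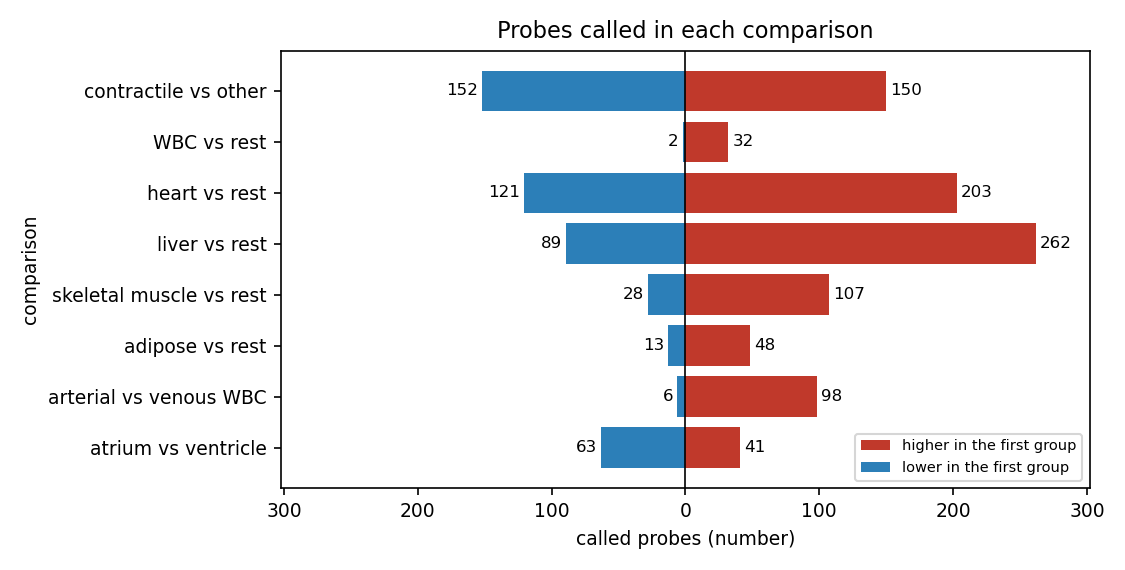
Number of probes called in each comparison (x axis, with higher calls in the first group in red to the right and lower calls in blue to the left). Contractile tissues had 150 higher and 152 lower calls, and arterial WBC had 98 higher and 6 lower calls against venous WBC.

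To find miRNAs of single tissues, each tissue was set against the other 13 and had to hold the highest mean. This gave 802 probes, of which 214 were highest in liver, 165 in left ventricle, 73 in tongue, 69 in skeletal muscle, 63 in left atrium, 51 each in kidney and arterial WBC, 50 in stomach, 21 in lung, 20 in venous WBC, 9 in adipose tissue, 8 in skin, 7 in lymph node and 1 in spleen. The counts per tissue depended on the processing. Spike-in scaling gave 190 in lung, 169 in lymph node, 64 in skin, 150 in liver and 1 in arterial WBC, and the value table of the authors gave 79 in left ventricle and 120 in skeletal muscle. In 219 cases the tissue lay at least 1 log2 unit above the next one, with 125 of them in liver, 35 in skeletal muscle and 22 in kidney. In stomach the smooth muscle miRNAs mir-145 (4.71 above the mean of the rest, 2.75 above the next tissue) and mir-143 (4.14 and 2.56) were highest. In arterial WBC this held for mir-23a (3.17 and 2.09) and mir-27a (2.77 and 1.30), and in venous WBC for mir-92a (2.73 and 0.91). Others were in left atrium mir-125b-1 (2.75 and 1.26), in tongue the epithelial mir-205 (2.41 and 0.69) and mir-1 (2.54 and 0.39), and in lung let-7e (1.59).

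Hairpins with a probe on each arm were used to ask whether the arms vary together. Over 57 such hairpins the median r of 5p with 3p across the 14 tissues was -0.13, within the range of -0.186 to 0.178 that random pairings gave (10000 pairings, permutation test, one-sided p = 0.090 for a lower median, two-sided p = 0.18). This median depended on the processing, at -0.278 for probes detected on at least 14 of 28 arrays (two-sided permutation p = 0.0056), 0.137 after quantile normalization (p = 0.33) and 0.556 with spike-in scaling (p = 0.41). Spike-in scaling shifts all probes of an array alike, which can raise r between any 2 probes. At that setting the median did not differ from random pairings, so 0.556 is no change particular to arms. In 31 hairpins r was below 0, in 10 it was -0.5 or lower and in 12 it was 0.5 or higher. The difference between arms changed between contractile and other solid tissues for 24 of 57 hairpins. Of single probes, 339 of 1062 were called between these classes without a minimum difference. The study formed the classes by clustering these same arrays. No random pairings were run for the count of 24, so it does not show a behaviour particular to arms. For mir-183 the 5p minus 3p difference was -0.99 in contractile and 1.85 in other tissues (adjusted p = 0.0063). Probes with alternative ends of the same arm had a median r of 0.956 over 70 pairs, with 65 at 0.5 or higher and 2 below 0 (permutation test, one-sided p = 1e-04, the smallest these pairings can give, against a random median of -0.0015). Such probes overlap in sequence and can bind the same RNA. A high r was therefore likely beforehand and is no evidence on the ends as separate RNAs.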

Values the study reported

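The study identified 1,459 candidate sequences from 1,102 hairpins by prediction and tiling arrays, of which 215 were known, 226 (15.49%) were conserved and 1,018 (69.78%) were others. It counted 299 hairpins of high and 254 of medium confidence. In white blood cells it reported enrichment of the mir-17 family with p = 3.24 E-4 and of the mir-29 family with p = 2.19 E-4. Correlations of array values with quantitative PCR lay between 0.6 and 0.99. The 14 tissues were described as falling into 3 clusters.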

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

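The tests of starting thymines on background probes, of the run beside the template, of values mixed in by the loess normalization and of a trend with the ratio of miRNA to background and of the skeletal muscle arrays left out, and the positions of WBC, were chosen only after the result was seen; the other tests in this part were set down after the patterns were seen and before their own values were computed.

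All 27 probes whose insert starts with 3 or more T were called higher in skeletal muscle, with a median of 4.04. The 27 were also higher in arterial WBC (1.26) and adipose tissue (1.21), as were 25 of them in kidney (0.94). All were lower in stomach (-2.14), lung (-1.61) and skin (-1.20), and in the remaining tissues their median lay between -1.16 (left ventricle) and 0.26 (lymph node). Probes starting with 4 or more T lay 5.28 above the rest in the median, a value that restates the pattern and is no test of the run beside the extension template. The tests argue against 3 simpler accounts, since background probes with such a start (19 probes) differed by -0.0022 from other background probes, probes with a run of T inside the insert (62 probes) by -0.012 and probes that share 8 bases with the group (214 probes) by -0.042. Mixing of values by the loess normalization is argued against for the probes starting with 3 or more T, with a median of 3.39 when arrays were only scaled, and cannot be told apart from a real excess for the other 80 probes called higher, whose median was then 0.41, with quartiles of -0.29 and 1.88. RNA ending in several A, which would pair with such probes, may account for the excess and was not tested, and a biological difference of skeletal muscle stays open.

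The 302 probes called between contractile and other solid tissues could reflect a technical difference instead of the tissue class. With the log2 ratio of miRNA to background as a covariate the called probes kept 97.2% of their median difference and 188 of 302 calls, which argues against a linear trend with signal as the whole cause, but other effects of overall signal cannot be told apart: on the score of the called probes, from the mean of the other tissues to the contractile mean, low-ratio adipose tissue lay at 27.3% and arterial WBC at 36.9%, while venous WBC at 52.5% lay nearer to the contractile mean than tongue at 49.0%. The skeletal muscle arrays are argued against, as without them the median difference of the called probes was 112% of its value with them. Of 100 splits of the 12 solid tissues into 5 and 7, drawn from 792, 2 gave at least 302 probes, the other with 349 for stomach, both heart chambers, skeletal muscle and kidney, but the study formed the class by clustering these same arrays, so chance is not excluded. A difference by tissue class stays open, untested on other animals.

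For mir-183 the 3p probe was high in heart and the 5p probe was not. The 3p probe could read another RNA, for which the median r of the 3p probe with mir-183 5p and mir-96, which are transcribed as 1 cluster, was -0.37 over the 14 tissues. The relation of 3p with 5p was r = -0.34 (permutation p = 0.22, adjusted p = 0.22) and rho = -0.41 (permutation p = 0.15, adjusted p = 0.45), and r = -0.13 without left ventricle and left atrium. For 3p with mir-96 it was r = -0.39 (permutation p = 0.17, adjusted p = 0.22), rho = -0.23 (permutation p = 0.43, adjusted p = 0.46) and 0.018 without the same 2 tissues, and for 5p with mir-96 it was r = 0.35 (permutation p = 0.22, adjusted p = 0.22), rho = 0.21 (permutation p = 0.46, adjusted p = 0.46) and 0.32 without liver and venous WBC, 3 relations in all. As 5p and mir-96 do not clearly follow each other either and the 1 probe of mir-182 was not detected, another RNA and a true difference between arms cannot be told apart.

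In the number of probes above background, skeletal muscle with 266 lay far from the other contractile tissues, the nearest of which had 803. Liver lay far above the other 6 non-contractile solid tissues for the 3p arm of mir-99b (15.15, with the next at 13.63), the chromosome 16 prediction at 37791644 (15.52, with the next at 13.88) and the chromosome 7 prediction at 105005742 (16.29, with the next at 14.75). The normalization put the last above the scanner range, from a mean log2 scanner value of 15.95 that was below the scanner maximum on both arrays. These were 4 of 44 groups tested for a far tissue, where chance gives about 2.2 (1 in 20). The 5p minus 3p difference differed between contractile and other tissues in 24 of 57 hairpins, and 3 of these are among the hairpins whose arms the study displayed side by side, namely mir-183 (-2.84, adjusted p = 0.0063), a chromosome 13 prediction at 119803135 (-1.53, adjusted p = 0.030) and a chromosome 5 prediction at 31459211 (2.22, adjusted p = 0.0063). The count of 24 was not set against random pairings of probes, so it does not show a behaviour particular to arms. Of 985 background probes 1, beside the chromosome 6 prediction at 121755223, exceeded the detection limit on all 28 arrays, with a mean log2 scanner value of 10.89.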

How the results depend on the processing

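Leaving out the skeletal muscle arrays or the probes starting with 3 or more T, and the ratio of miRNA to background as covariate, were chosen after seeing the data. Recomputed values were labelled by direction and by the side of the adjusted p threshold, without the minimum difference. Single probes kept both in 1698 of 1849 recomputed values over 130 results, with 121 weaker, 21 stronger, 5 moved and 4 reversed. Lists kept both in 126 of 139, with 5 weaker, 4 stronger, 3 moved and 1 reversed. Results that passed the threshold in neither run also count as kept, so these are not counts of calls kept. Counts of contractile calls were 312 without probes starting with T runs, 367 without skeletal muscle (297 of 302 calls kept), 203 with the covariate (188 kept), and 230 of 302 were kept after quantile normalization, 269 with median scaling, 229 in the value table and 159 with spike-in scaling. Low signal over background limits skeletal muscle most, and WBC next. A slide block could not be run, since the files gave 1 slide position.

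Quantile normalization gave 54 calls for WBC, 42 for heart, 490 for skeletal muscle, 195 for arterial against venous WBC and 57 for atrium against ventricle, and a median r of arm pairs of 0.137. Median scaling gave 535 for heart, 394 for skeletal muscle and 172 for arterial against venous WBC. Spike-in scaling gave 0 for WBC with limma (218 at an unadjusted p under 0.05), 4 for heart, 905 for skeletal muscle and 204 for arterial against venous WBC. Its median r of arm pairs was 0.556, which did not differ from random pairings at that setting (permutation p = 0.41). The value table gave 139 for heart and 56 for atrium against ventricle. Subtracting the paired background probe gave 96 for adipose tissue, 158 for arterial against venous WBC and 166 for atrium against ventricle. Without a minimum difference, which by construction adds calls, the counts were 882 for liver, 624 for skeletal muscle, 649 for adipose tissue, 551 for arterial against venous WBC and 614 for atrium against ventricle. Tissue means as the unit gave 31 for liver, 18 for skeletal muscle and 0 for adipose tissue (3 at an unadjusted p under 0.05, limma). Such fits leave fewer samples and set a difference against the spread between tissues, not between hybridisations. Arrays as the unit gave 172 for WBC and 502 for heart. Without probes starting with 3 or more T adipose tissue had 40 calls. With probes detected on at least 14 of 28 arrays, arm pairs had a median of -0.278 (permutation p = 0.0056) and 9 list calls were made, against 16 before. That filter drops probes above background in few tissues, so its list count does not test miRNAs restricted to a tissue. With an estimated correlation 7 list calls were made. For the scalings, the value table and the background subtraction the cause was not tested.

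Leaving out stomach gave 187 contractile calls, and leaving out each tissue in turn gave 127 (left atrium) to 404 (tongue), with 139 for left ventricle and 188 for lung. Leaving out single arrays gave 32 to 38 calls for WBC, 309 to 329 for heart, 345 to 360 for liver, 136 to 137 for skeletal muscle, 56 to 68 for adipose tissue, 98 to 116 for arterial against venous WBC, 100 to 123 for atrium against ventricle and, with replicate 1 or 2 of each tissue left out, 812 to 815 for single tissues. Without both skeletal muscle arrays the counts were 36, 343, 350, 71, 109, 104 and 778, for the same results other than skeletal muscle. Single-tissue calls moved between tissues, as in stomach (50, and 110 after quantile normalization), lung (21, 68 after it and 190 with spike-in scaling), lymph node (7 and 169 with spike-in scaling) and left ventricle (165, 92 after quantile normalization and 79 in the value table). Reversed values were, in liver, -0.44 (quantile) and -0.50 (median scaling) for the chromosome 15 prediction at 14390446 and 0.48 (spike-in) for the chromosome 2 prediction at 12972059, in skeletal muscle -0.38 (spike-in) for the mir-22 hairpin, and -0.24 for the striated muscle list with the filter on dim probes; the cause was not tested.

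The share of higher calls moved from 49.7% to 32.9% (quantile), 2.56% (spike-in) and 33.1% (value table) for contractile tissues, from 62.7% to 85.7% (quantile) and 100% (spike-in) for heart, from 74.6% to 55.6%, 48.9% and 86.9% (quantile, median, spike-in) for liver, from 79.3% to 19.8%, 43.7% and 3.87% for skeletal muscle, from 78.7% to 30.3% (spike-in) for adipose tissue, from 94.2% to 56.9%, 19.2% and 6.37% for arterial WBC and from 39.4% to 29.2% (spike-in) and 51.8% (background subtraction) for atrium. With arrays as the unit it was 48.3% for WBC (94.1% before) and 50.6% for heart, and with tissue means 100% for liver and skeletal muscle. It was 60.1% for contractile tissues with the covariate and, without a minimum difference, 51.5% for liver, 33.7% for skeletal muscle, 36.2% for adipose tissue, 62.6% for arterial WBC and 53.9% for atrium. The median of all probes shifted by 0.18 (median scaling), -0.95 (spike-in) and -0.12 (value table) for contractile tissues, by -1.32 for WBC, -0.37 for heart, 0.24 for liver, -1.85 for skeletal muscle, -0.24 for adipose tissue and -0.36 for arterial WBC (spike-in), by -0.21 for liver and -0.55 for skeletal muscle (quantile), by -0.33 for liver, 0.12 for adipose tissue, -0.12 for arterial WBC and 0.12 for atrium (median scaling) and by -0.23 for heart (value table).

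A fit with the replicate number as a block changed no count of calls (351, 135, 61, 104, 104 and 802, and 172 and 502 with arrays as the unit). Deviations of arrays with the same number correlated between -0.24 and 0.57 over 91 pairs of tissues (median 0.088, 43 pairs over 0.1). In some pairs of tissues arrays with the same number thus deviated alike, so a batch shared by them is not excluded.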

Other observations

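Kidney had the clearest textbook signature outside the main comparisons. All 7 probes of the kidney tubule list rose there (median 3.11, adjusted p = 2.1e-08, and 0.0032 with an estimated correlation; 7 adjusted over the list alone), among them mir-194 (5.63), mir-192 (4.70), mir-215 (3.33), mir-204 (3.11) and mir-10a (2.59). The same list lay lower in skin (5 of 7 fell, median -1.06, adjusted p = 0.00072), tongue (2 fell, median -0.96, adjusted p = 0.00088), spleen (2 fell, median -0.58, adjusted p = 0.029) and lymph node (4 fell, median -1.07, adjusted p = 0.046), which were lost with an estimated correlation (adjusted p = 0.072, 0.077, 0.33 and 0.56 with an estimated correlation). As single probes, the epithelial mir-200a lay 4.60 above the mean of the other tissues and 2.02 above the next, and mir-204 and mir-211 lay 2.48 and 2.04 above the next.

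Of the let-7 family, miRNAs abundant in differentiated cells, 9 of 11 probes rose in kidney (median 1.17, adjusted p = 4.6e-05), including let-7c (2.15) and let-7f (1.82), and 7 fell in lymph node (median -1.21, adjusted p = 0.030), including let-7k (-2.08). Neither list call held with an estimated correlation (adjusted p = 0.18 and 0.65 with an estimated correlation). Adjusted over the list alone, 9 and 7 probes passed. Here too the adjustment covered the lists of 1 tissue, and lymph node was set against a mean that includes kidney. No tissue was called for the other lists, whose lowest adjusted p were 0.11 for epithelium (9 probes, kidney), 0.11 for neural miRNAs (13 probes, kidney), 0.17 for embryonic stem cell miRNAs (3 probes, adipose tissue), 0.40 for the imprinted chromosome 7 cluster (4 probes, adipose tissue) and 0.096 for the rRNA-like group (8 probes, kidney). In left ventricle mir-664 lay 3.20 above the mean of the other tissues and 1.42 above the next.

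The list test of the mir-17 family gave an adjusted p of 9.3e-25 and that of the mir-29 family 4e-05 with a preset correlation, and 0.0015 and 0.029 with an estimated correlation. The former are lower and the latter higher than the values quoted from the study above, and both come from another test.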
